A study of Homo sapiens with 402 samples.

How the data were processed

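MCF10A is a non-tumorigenic epithelial cell line from human breast. Per the labels' protocols, the cells were plated in 384-well plates, dosed the next day and lysed after 48 h. The lysates were then carried through plexWell, a plate-based method in which tagmentation gives the cDNA of each well its own barcode, the wells of a plate are pooled, and each pool receives a plate barcode. Sequencing was on an Illumina NovaSeq. The 21 chemicals were given at 0.025, 0.25, 2.5 and 25 µM. The series text names 408 samples, and 402 libraries were analysed here.

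The deposited values were whole-number read counts per gene symbol, 1 file per library, with no header. They had not been normalized, as judged from the values: the totals differed between libraries. Libraries of sequencing run 1 listed 15081 symbols and those of run 2 listed 34718, of which 15078 were in both. The smallest sum of a symbol over its run was 7 counts in run 1 and 15 counts in run 2, so symbols without counts were not listed. The aligner, counting tool, genome build, annotation, strand handling and gene filter are not given in the sources used here, and no genome coordinates are printed for that reason. Of the symbols, 96.9% in run 1 and 92.5% in run 2 matched a GENCODE v29 gene name. No molecular identifiers were mentioned, so counts are reads and counting intervals cover counting error only.

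Libraries were grouped by the chemical and dose in their labels. Plate membership was taken from the plate barcode in the label. On 8 control libraries this barcode was that of the DDE plate, while their plate name was 3153-AT and their solvent water. They were used as the controls of DDE, and the solvent of DDE is labelled DMSO. The labels of 1 cadmium library at 25 µM gave the plate name 3153-AT with the barcode of plate 3284-AT. It was left out of all tests except a named alternative, so cadmium at 25 µM had 2 libraries. It was also the 1 library with a total under 10% of the median of the plate of its barcode, so that filter removed no other library.

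Counts were tested with edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 installed beside it. Each plate was fitted alone, with 1 mean per chemical and dose and the controls of the plate in the same fit, so that all groups shared 1 estimate of the spread. Genes were filtered with filterByExpr by group (minimum count 10, minimum total count 15), library sizes were scaled by TMM, and the quasi-likelihood F-test was run with the common dispersion taken from the 5% most abundant genes. The number of genes tested was 13921 on the DDE plate, 24295 on plate 3153-AT, 22301 on plate 3206-AT, 19468 on plate 3240-AT and 21307 on plate 3284-AT. P-values were adjusted by the Benjamini-Hochberg method over the genes of a comparison, and a gene was called at an adjusted p under 0.05. Dose trends were tested as a linear contrast over the 4 doses, with weights of 1 and 3 on either side of the middle, without the controls. CPM values were computed from the TMM-scaled library size.

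Gene lists and their chemicals were fixed before the data were examined: metallothionein genes, NRF2 targets, heat shock genes, AhR targets, PPAR targets and estrogen targets, 29 pairs of list and chemical. A score was the mean over the list of log2(CPM + 1), compared between the 25 µM libraries and their controls by a two-sided exact permutation test over all splits, with Benjamini-Hochberg adjustment over the pairs. Lists with under 3 members past the filter on a plate had no score. This left out the estrogen list on every plate, with 1 member past the filter for DDE and 2 for BPA, BPF, BPS, MPB and PPB, and 23 pairs were scored. Named genes were also chosen by a rule fixed beforehand. For each of the 5 chemicals with the most calls, it takes the 2 highest and the 2 lowest log2 fold changes among called genes with an average log2 CPM of at least 4 whose 25 µM libraries all lie on 1 side of the control mean. For any other chemical with a call, it takes the called gene with the smallest p, and likewise for the solvents. It adds MT2A, HMOX1, HSPA1A, CYP1A1, CYP1B1, PDK4, PLIN2 and ANGPTL4 in the chemicals paired with their lists. AKR1C2 is shown across batches, and KRT14 and AKR1C2 are given in the closing observations, because of values seen in the data. Of the genes that the rule names, 1 is not reported here, and it was left out of the alternatives for named genes and of the check for outlying libraries as well.

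The depth of a library was its total count, given in M (mega), from 1.43 M to 25.8 M on plate 3153-AT, 4.92 M to 18.9 M on plate 3206-AT, 4.61 M to 17.1 M on plate 3240-AT, 2.31 M to 22.5 M on plate 3284-AT and 3.06 M to 8.87 M on the DDE plate. For a gene with 0 counts in a group, the bound uses 3 counts summed over the group. Ratios of summed counts are given with an exact 95% interval. The test was tried on simulated counts drawn from the means and totals of the real libraries, with 200 genes changed. For lead at 25 µM, 32.8% of genes changed 1.5-fold, 56.7% of those changed 2-fold and 78.8% of those changed 4-fold were recovered among 16228 genes tested. For DDE these shares were 7.46%, 49.3% and 95.5% among 13241 genes, and for cadmium, with 2 libraries, 5.97%, 19.4% and 43.9% among 16155. Of the simulated calls, 1.42% (PFOA) to 6.34% (BPA) were genes that had not been changed.

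Batches were looked for in the values. On each of the 4 plates of run 2, the controls numbered in the first 8 positions and in the last 8 differed. Among the dosed libraries of plates 3153-AT, 3206-AT and 3284-AT, replicates 1 and 2 differed from replicates 3 and 4 in the same direction. Batch 1 is therefore used for dosed replicates 1 and 2 with the first 8 controls, and batch 2 for dosed replicates 3 and 4 with the last 8. Over the 15 chemicals of plates 3153-AT, 3206-AT and 3284-AT, the difference between dosed replicates 1 and 2 and dosed replicates 3 and 4 correlated with the control difference across genes at r = 0.376 to 0.808, and the other pairings of the replicates gave at most 0.298. On plate 3240-AT the correlations were 0.0525 to 0.344 and those of the other pairings at most 0.174. There the pairing by batch was the highest in PFNA, PFOS and phenanthrene and not in PFDA (0.156) or PFOA (0.0525). The labels name no batch.

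The replicate numbers were also checked for pairing. The deviations of same-numbered libraries from their group means had a correlation over 0.1 in every pair of doses for copper, lead, mercury and PFOA (lowest 0.179, 0.398, 0.361 and 0.26), and not for the other 16 chemicals checked. At 25 µM on the metal plate, the dosed libraries and controls 1 to 4 did not pair for any of the 5 metals. The blocked values are given beside the trends of the 4 paired chemicals.

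Alternatives fixed beforehand were DESeq2 1.42.0, size factors of DESeq2 (RLE) in edgeR, no filter on low counts, each replicate left out in turn, only the libraries of the 2 groups, thinning to the 10th percentile of the totals of the plate, pooled solvents, other controls for DDE, adjustment over the 21 chemicals together, the replicate number as a block, and pseudocounts of 0.5 and 5. Added after the data were seen were a batch term, each batch alone, each control set alone, the metal controls 1 to 4 without the block, and 2 fits for well position on the DDE plate.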

Results

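RNA from MCF10A cells was sequenced after 48 h with 1 of 21 chemicals at 0.025, 0.25, 2.5 or 25 µM, to measure how expression changed with each exposure. MCF10A is a non-tumorigenic human breast epithelial line. The 402 libraries were 333 dosed and 69 control libraries on 5 plates. The chemicals below carry the names in the labels. Plate 3153-AT held arsenic, cadmium, copper, lead and mercury with 15 water controls. Plate 3206-AT held BPA, BPF, BPS, MPB and PPB with 15 DMSO controls, and plate 3284-AT held DCB_14, DCP_25, PCB153, PCB187 and thiram with 15 DMSO controls. Plate 3240-AT held PFDA, PFNA, PFOS and phenanthrene in DMSO and PFOA in water, with 12 DMSO and 4 water controls. DDE was on a plate of 24 libraries in an earlier run, with 8 controls. A dosed group had 4 libraries, except MPB and PPB at 0.025 µM, which had 3 each, and cadmium at 25 µM, which had 2 after 1 library was set aside because it carried the barcode of plate 3284-AT.

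The median total per library was 13.8 M counts on plate 3153-AT, 12.6 M on plate 3206-AT, 11.9 M on plate 3240-AT, 13.3 M on plate 3284-AT and 6.42 M on the DDE plate. Totals ranged from 1.43 M, in a cadmium library at 25 µM, to 25.8 M over the libraries tested, and the library set aside had 1.28 M. Among the 15 controls of plate 3153-AT, the first 8 had a median total of 20.9 M counts and the last 7 a median of 3.17 M. On plate 3284-AT these medians were 17.9 M and 3.18 M. The first and last controls of a plate also differed in expression (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment): 2671 genes were called on plate 3153-AT, 850 on plate 3206-AT, 848 on plate 3284-AT and 69 on plate 3240-AT (DMSO controls). On plates 3153-AT, 3206-AT and 3284-AT, and less clearly on plate 3240-AT, dosed replicates 1 and 2 differed from 3 and 4 in the same direction, and values within batch 1 (dosed replicates 1 and 2, first controls) and batch 2 (dosed replicates 3 and 4, last controls) are therefore given beside the pooled ones. A batch term in the model called 7782 genes on plate 3153-AT, 3475 on plate 3206-AT, 3357 on plate 3240-AT and 4433 on plate 3284-AT. For AKR1C2 the first 8 controls of plate 3206-AT had 181 ± 20.9 CPM (SD, n = 8) and the last 73.7 ± 11.7 CPM (SD, n = 7), and the dosed libraries of that plate had 134 ± 25.3 CPM (SD, n = 38) and 65.2 ± 12.1 CPM (SD, n = 40) in the same order. Reads of AKR1C2 can be shared with near-identical family members.

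**Figure D1:**
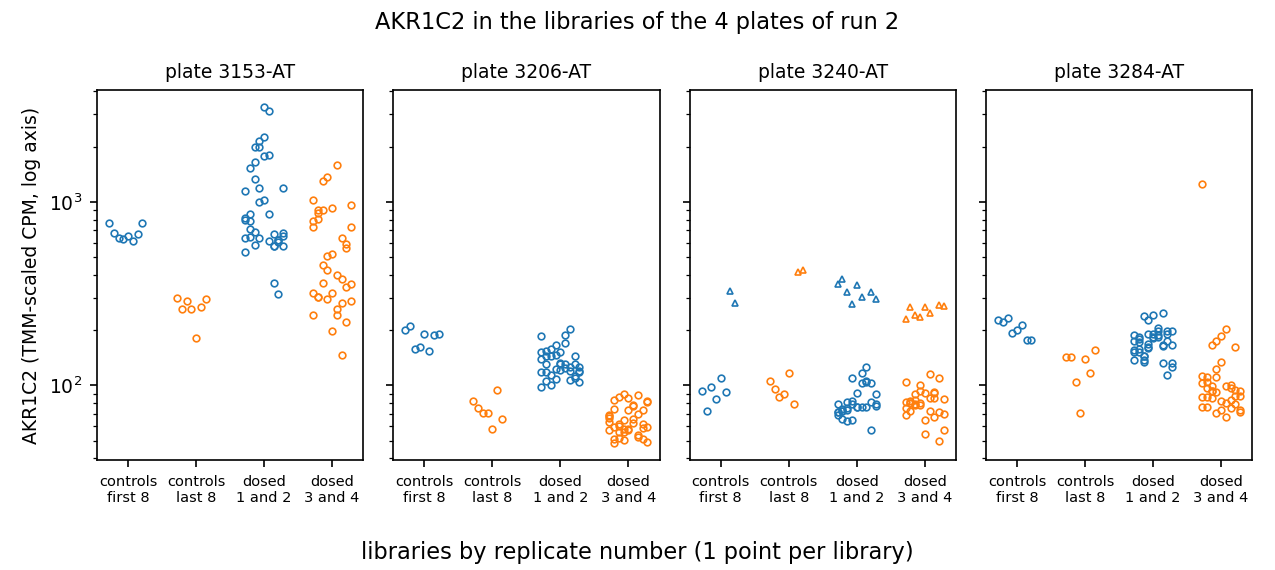
AKR1C2 in TMM-scaled CPM (log axis) in each library of the 4 plates of run 2, by control position and dosed replicate number. Each point is 1 library, blue for batch 1 and orange for batch 2, and triangles are libraries in water on plate 3240-AT. On plate 3206-AT the first controls (mean 181 CPM) and dosed replicates 1 and 2 (mean 134 CPM) lie above the last controls (73.7 CPM) and dosed replicates 3 and 4 (65.2 CPM).

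At 25 µM the number of genes that differed from the controls of the same plate covered a wide range. The edgeR test called 10049 of 24295 genes for arsenic (5634 higher, 4415 lower) and 5502 of 21307 for thiram (2920 higher, 2582 lower). It called 2618 for cadmium (1364 higher, 1254 lower), 1253 for copper (710 higher, 543 lower), 1082 for DDE (495 higher, 587 lower), 943 for lead (525 higher, 418 lower) and 307 for MPB (96 higher, 211 lower). The other 14 chemicals had under 20 calls: 15 for mercury, 13 each for PFDA and PFOS, 5 for PCB187, 4 for BPF and 1 each for BPA, PFNA, PPB, PCB153 and DCB_14. Named after their values were seen, the genes beside those chosen by rule were MUC1 (lower), SLC7A11 and NQO1 (higher) in BPF, and DHCR7, IDI1 and LSS (lower) and TSC22D1 (higher) in PCB187. No gene was called for BPS, DCP_25, PFOA or phenanthrene. Genes with an unadjusted p under 0.05 numbered 1121 for BPS, 1036 for DCP_25, 1423 for PFOA and 1003 for phenanthrene, and DESeq2 called 0, 0, 2 and 1 genes in the same order. The alternative that moved a count over 100 most was DDE without the third library of each dose, which left 2 genes. Among the smaller counts it was PFNA, with 334 genes within batch 1.

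**Figure D2:**
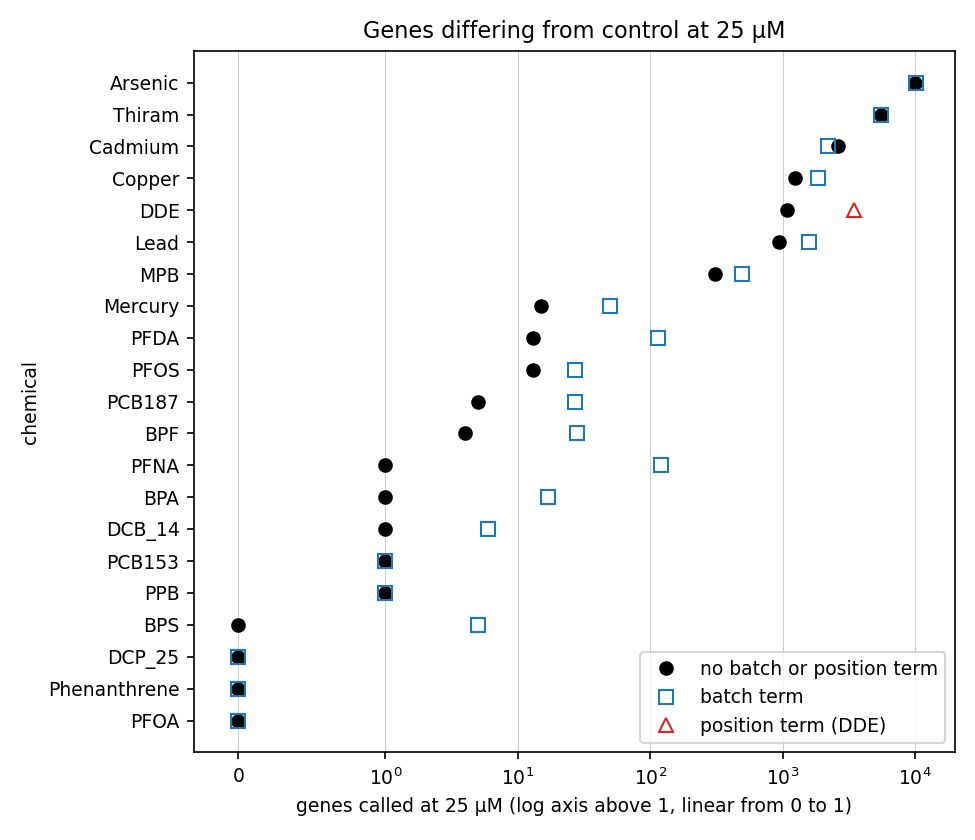
Genes called against control at 25 µM for each of the 21 chemicals (log axis above 1, linear from 0 to 1). Black circles are the fit without a batch or position term, blue squares the fit with a batch term on the 4 plates of run 2 and the red triangle the fit with a position term on the DDE plate. With the batch term PFNA moved from 1 to 120 genes and PFDA from 13 to 114, and DDE moved from 1082 to 3476 with the position term.

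Some of these counts rested on single libraries. In these fits the library of the same number was left out of every dosed group of the plate. DDE had 4 genes without the second library, 2 without the third and 611 without the fourth. MPB had 6 genes without replicate 1. Copper had 797 and 745 without replicates 1 and 2, and lead 612 and 567 without replicates 1 and 4. Cadmium had 1424 without replicate 1 and 1212 without replicate 2, each time with 1 library left, whose spread was taken from the other groups. With the replicate left out in brackets, mercury had 6 (3) and 8 (4) genes, PFDA 3 (4) and 7 (2) and PFOS 8 (1), 6 (3) and 5 (4). BPA had 83 (2), 3 (1) and 0 (3 or 4), PCB187 12 (1), 8 (2 or 3) and 0 (4) and BPF 0 (1 or 2) and 7 (3). PFNA, PPB, PCB153 and DCB_14 had 0 genes without at least 1 of their replicates. For arsenic (8753 to 9273) and thiram (4094 to 5010) each such count was within 1.5 times the count from all libraries.

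With a batch term the counts at 25 µM were 10273 for arsenic, 5580 for thiram, 2204 for cadmium, 1839 for copper, 1584 for lead, 492 for MPB, 120 for PFNA, 114 for PFDA, 50 for mercury, 28 for BPF, 27 each for PCB187 and PFOS, 17 for BPA, 6 for DCB_14, 5 for BPS, and 1 each for PCB153 and PPB. It was 0 for DCP_25, PFOA and phenanthrene. Each batch was also tested alone, with 2 dosed libraries. Within batch 1 and batch 2 the calls were 8264 and 6640 for arsenic, with 5361 genes in both, of which 5340 moved in the same direction. They were 3541 and 3393 for thiram, with 1991 in both and 1985 in the same direction. They were 2399 and 368 for copper (286 in both, 283 in the same direction), 1451 and 714 for lead (316 in both, 314 in the same direction) and 846 and 73 for MPB (62 in both, 62 in the same direction). Smaller overlaps were found for mercury (26 and 46 calls, 14 in both), PFNA (334 and 27, 13 in both), BPF (84 and 28, 10 in both, 5 in the same direction) and PFDA (118 and 86, 8 in both). Cadmium had libraries in batch 1 alone, with 2064 calls. The batches share no control library. DDE has no such batches.

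The share of calls that were higher depended on the scaling. With TMM, with RLE and in DESeq2 it was 52.1%, 62.6% and 42.6% for cadmium, 53.1%, 60.8% and 48.6% for thiram and 56.1%, 62.97% and 50.1% for arsenic. With thinned libraries it was 44.9% for cadmium. RLE scaling moved the median log2 fold change of all genes by 0.14 for arsenic and by 0.17 for cadmium, and by under 0.1 for the other chemicals. For cadmium this median was -1.42 with TMM, -1.25 with RLE and 0.07 in DESeq2, so its higher and lower counts depend on the tool as well. In DESeq2 the share moved from 56.7% to 44.3% for copper and from 55.7% to 43.6% for lead. Shares that rested on under 20 calls with TMM also moved: in DESeq2 from 80% to 66.7% for mercury, from 40% to 18.8% for PCB187, from 15.4% to 29.5% for PFDA, from 0% to 26.7% for BPA, from 0% to 45% for PPB and from 100% to 0% for DCB_14 and PCB153. With RLE the share for PCB187 was 18.2% and that for DCB_14 was 50%.

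The lower doses were tested in the same way, to ask whether any response remained. Summed over the 21 chemicals, 1862 genes were called at 2.5 µM (853 higher, 1009 lower), 331 at 0.25 µM and 47 at 0.025 µM, against 21809 at 25 µM. The alternative that moved these sums most was the fit of the DDE plate outside its end wells, which gave 2112 at 0.025 µM. The batch term gave 3532, 1277 and 321. At 2.5 µM the calls were 737 for copper, 476 for arsenic, 204 for MPB, 149 for lead, 135 for BPA, 69 for DDE and 57 for cadmium, with fewer for each other chemical. Several of these counts depended on single replicates. The sum at 0.025 µM was 113, 78, 16 and 1348 without replicates 1, 2, 3 and 4, that at 0.25 µM was 1074, 509 and 664 without replicates 1, 2 and 4, and that at 2.5 µM was 1019 without replicate 3 and 3054 without replicate 4. DDE at 2.5 µM had 2, 1, 1 and 2233 genes without replicates 1, 2, 3 and 4. MPB at 2.5 µM had 133, 511, 7 and 6 in the same order. Arsenic at 2.5 µM had 208 without replicate 3 and 175 without replicate 4, and copper had 481 and 467. Lead at 2.5 µM had 86, 92 and 77 without replicates 2, 3 and 4, cadmium 32 and 36 without replicates 1 and 2, and BPA 87, 78 and 29 without replicates 1, 2 and 4. At 0.25 µM, 119 genes were called for PFDA and 71 for PCB153, more than at 25 µM in this fit. The fit of the 2 groups alone gave 0 (1451 at an unadjusted p under 0.05 in edgeR) and 29, and PFDA had 2 against the first controls and 232 against the last. PFDA at 0.25 µM had 1 without replicate 1 and 208, 335 and 527 without replicates 2, 3 and 4. PCB153 had 0 without replicate 3 and 117 and 111 without replicates 1 and 2. Of the 1348 genes without replicate 4 at 0.025 µM, 1319 were called for DDE, and of the 1074 without replicate 1 at 0.25 µM, 798.

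A linear trend over the 4 doses, tested without the controls, called 7227 genes for arsenic (3444 rising, 3783 falling), 3925 for thiram (1963 rising, 1962 falling), 2140 for cadmium (1007 rising, 1133 falling), 424 for copper, 216 for lead, 43 for phenanthrene, 12 for mercury, 7 for PFOS, 4 for PFNA, 2 each for BPF and PCB187 and 1 each for BPS and PCB153. It called 0 genes for DDE, BPA, MPB, PPB, PFDA, PFOA, DCB_14 and DCP_25, with 522, 1022, 1416, 1432, 1041, 968, 852 and 751 genes at an unadjusted p under 0.05 in edgeR. DESeq2 called 3 genes for MPB, 1 for PPB and 0 for the other 6. Among the chemicals with a trend gene, the alternative that moved the count most was PFNA fitted with its replicate numbers as a block, with 341 genes. Of the genes called at 25 µM, 6784 for arsenic, 3673 for thiram, 2023 for cadmium, 349 for copper and 186 for lead also had a trend, all in the same direction. Both tests use the 25 µM libraries, so this agreement is not independent. Of genes called at 2.5 and 25 µM, 338 of 388 shared a direction for arsenic, 46 of 47 for cadmium and all for copper (404), lead (131) and thiram (7). The trend genes behind counts of 5 or fewer, named after their values were seen, were TMEM63C and ALDH3A1 (rising) in BPF, SAA1 (falling) in BPS, CYP1A1 (rising) in PCB153, IDI1 and LSS (falling) in PCB187, and AKR1C2 (rising), PLXNA2, RECQL4 and RUSC2 (falling) in PFNA. In the 4 chemicals whose same-numbered libraries deviated together, the blocked trend called 1381 genes for copper, 1531 for lead, 85 for mercury and 38 for PFOA. The batch term gave 1131 for copper, 798 for lead, 152 for phenanthrene, 79 for PFNA and 52 for mercury, and 7878, 4231 and 1809 for arsenic, thiram and cadmium. With RLE scaling the rising share moved from 47.1% to 57.1% for cadmium, from 47.7% to 56.8% for arsenic and from 50.01% to 59.5% for thiram, and in DESeq2 that for PFNA moved from 25% to 52.8%, that for PFOS from 0% to 18.8% and that for PCB187 from 0% to 54.5%. Phenanthrene had 1 trend gene without replicate 1 or 2 and 15 without replicate 4. Copper had 159 and 131 without replicates 1 and 2, and lead had 96, 67 and 95 without replicates 1, 2 and 4. Cadmium had 1095 and 933 without replicates 1 and 2, mercury 6, 5 and 4 without replicates 2, 3 and 4, PFOS 4 and 3 without replicates 3 and 4, and PFNA 0, 0 and 1 without replicates 1, 2 and 3. With the replicate left out in brackets, BPF had 0 (1 or 2) and 1 (4), PCB187 0 (2 or 4) and 1 (1), BPS 0 (1) and 5 (3), PCB153 0 (1 or 2) and MPB 2 (2) and 4 (4).

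The solvent background was measured on plate 3240-AT, the plate with controls in both solvents. Between 4 water and 12 DMSO controls 783 of 19468 genes differed, 412 higher and 371 lower in water. The count was 378 without water control 39 and 422 without water control 40, and DESeq2, the alternative that moved it most upward, called 1290. The batch term gave 955. The gene with the smallest p was AKR1C2, at 360 ± 69.4 CPM (SD, n = 4) in water and 93.5 ± 12.5 CPM (SD, n = 12) in DMSO. Its log2 difference was 1.93 ± 0.10 (SE) with an edgeR adjusted p of 1.56e-32, and all 4 water controls lay above the DMSO range. Within batch 1 the water libraries were at 326 and 279 CPM and within batch 2 at 413 and 423 CPM, against 72.9 to 117 CPM over the DMSO controls of both batches.

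The DDE plate was tested for an effect of position, taken from the library numbers because the labels give no wells. The 6 of 24 libraries numbered 1, 8, 9 or 16, the ends of the 2 sets of 8 numbers, were treated as end wells. Without a position term DDE had 1, 3, 69 and 1082 genes at 0.025, 0.25, 2.5 and 25 µM. With a position term it had 1693, 2833, 2755 and 3476, and with the end wells left out 2066, 2434, 2879 and 2661. In edgeR 0 genes had a trend over the doses with the position term (852 at an unadjusted p under 0.05), and 1 gene, SCD, had a falling trend with the end wells left out (801). DESeq2 was not run in these fits and called 0 trend genes without the position term.

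**Figure D3:**
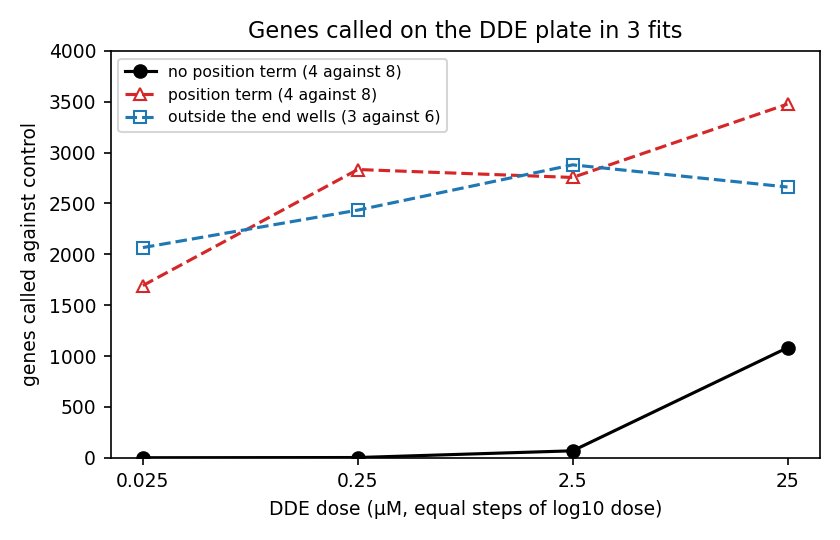
Genes called against control on the DDE plate at each dose (µM), in 3 fits: without a position term (4 dosed and 8 control libraries), with a position term (the same libraries), and outside the end wells (3 dosed and 6 control libraries). At 0.025 µM the fits gave 1, 1693 and 2066 genes and at 25 µM 1082, 3476 and 2661.

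Scores of gene lists fixed beforehand were compared with the controls at 25 µM. Of 23 pairs, 13 had an adjusted p under 0.05 in two-sided exact permutation tests. The metallothionein score was 1.88 higher in arsenic than in water controls (8.14 ± 0.45 against 6.26 ± 0.82, SD, n = 4 and 15, exact permutation p 0.000258, adjusted 0.000848), 2.59 higher in cadmium (8.85 ± 0.02, n = 2, exact p 0.00735, adjusted 0.0154) and 2.61 higher in thiram than in its DMSO controls (9.62 ± 0.36 against 7.02 ± 0.40, n = 4 and 15, exact p 0.000258, adjusted 0.000848). It was not past the threshold for copper (-0.09), lead (0.29) or mercury (0.11). In these 3 metals the score depended on the control libraries. Against the first 8 controls the difference was -0.80 in copper, -0.61 in mercury (both past the threshold) and -0.42 in lead. Against the last 7 it was 0.73, 0.92 and 1.11 in the same order, each past the threshold. Within batch 1 and batch 2 the differences were -0.49 and 0.42 for copper, 0.12 and 0.57 for lead and -0.10 and 0.42 for mercury. For arsenic they were 1.53 and 2.33, and for thiram 2.11 and 3.13. With the batch stratified, lead was past the threshold at 0.34 (exact stratified adjusted p 0.0410, over all alternatives of lead 0.0139 to 0.948). For lead and mercury the median and the mean of the members' fold changes were below 0 while the score difference was above 0. The metallothionein genes are near-identical copies, and how reads were divided is unknown.

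**Figure D4:**
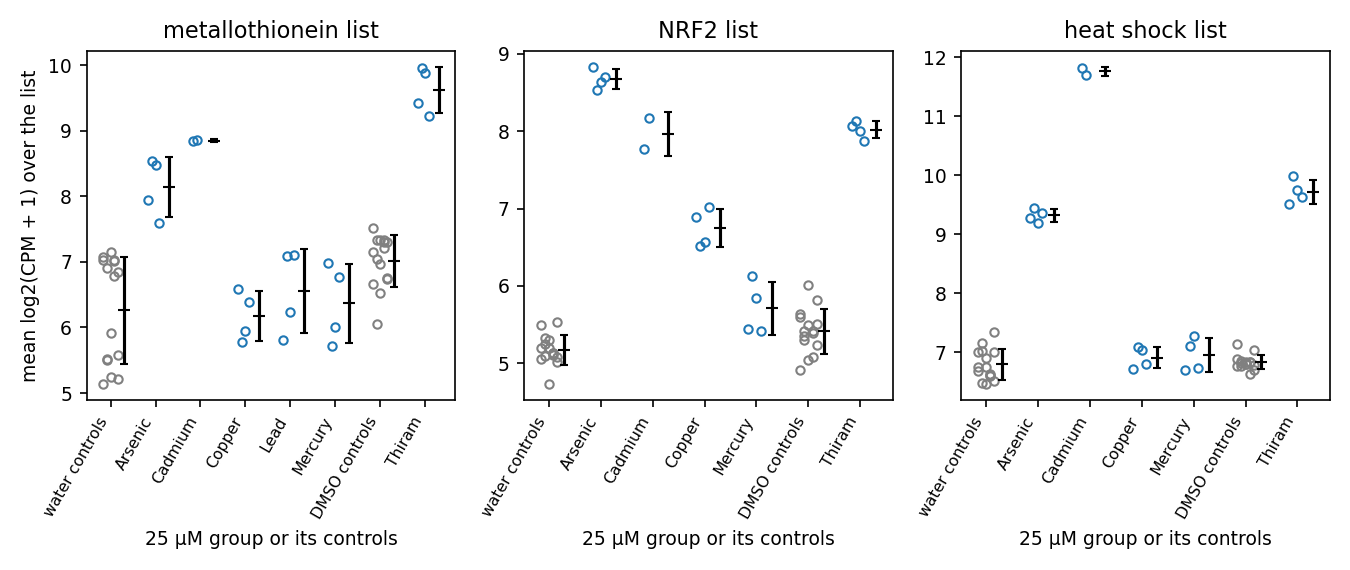
Mean log2(CPM + 1) over the metallothionein, NRF2 and heat shock lists, in each 25 µM library (blue) and control library (grey). Bars give the mean and SD, n = 4 per dosed group except cadmium (n = 2), and n = 15 for the water controls of the metals and the DMSO controls of thiram. The metallothionein score was 1.88 above control in arsenic, 2.59 in cadmium (1.87 within batch 1) and 2.61 in thiram. The water controls form a higher and a lower group.

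The NRF2 score was 3.50 higher than control in arsenic, 2.79 in cadmium, 1.57 in copper, 0.53 in mercury and 2.61 in thiram. The exact permutation adjusted p was 0.000848 for arsenic, copper and thiram, 0.0154 for cadmium (n = 2) and 0.00519 for mercury, and every 25 µM library was above its control mean. With 1 of the 2 cadmium libraries left out, no list can pass in cadmium (smallest exact p 0.0625). Within batch 1 and batch 2 the copper difference was 1.89 and 1.23 and the mercury difference 0.37 and 0.68. The heat shock score was 2.53 higher in arsenic, 4.97 in cadmium and 2.89 in thiram, with the same exact permutation adjusted p-values as the NRF2 score in these chemicals. It was 0.11 higher in copper (exact p 0.431) and 0.16 higher in mercury (exact p 0.303), neither past the threshold. These 2 differences were 0.32 and 0.36 and past the threshold against the first 8 controls, and -0.12 and -0.07 against the last. The AhR score was 0.46 higher in PCB153 (exact p 0.0206, adjusted 0.0396, 4 of 4 libraries above the control mean). It was 0.68 within batch 1 and 0.23 within batch 2. It was not past the threshold with a pseudocount of 0.5, against the last controls, within batch 2 or without replicate 1 (0.40), 2 (0.41) or 3 (0.49), and its adjusted p ranged from 0.00989 to 0.621 over the alternatives. It was -0.18 in PCB187 and -0.14 in phenanthrene (exact p 0.351 and 0.164). The PPAR score was 0.15 higher in PFOS (exact p 0.0275, adjusted 0.0486, 4 of 4 libraries above the control mean), and it was not past the threshold with the batch stratified, within either batch, without the filter, with a pseudocount of 0.5, against the last controls or without any 1 of its replicates (0.12 to 0.18). Its adjusted p ranged from 0.0387 to 0.274 over the alternatives. It was 0.16 in PFOA, -0.10 in PFNA and -0.11 in PFDA, with exact p-values of 0.257, 0.0984 and 0.129. In PFNA and PFDA the median of the members' fold changes was above 0 while the mean and the score were below 0.

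Single list members were also counted in edgeR. Over the pairs of a list, the genes called over all genes tested were 12 of 30 for metallothionein, 27 of 35 for NRF2, 18 of 30 for heat shock, 1 of 12 for AhR, 0 of 16 for PPAR and 0 of 11 for estrogen targets. Adjusted over the list alone, they were 13, 31, 18, 2, 6 and 3. All 7 NRF2 members were called higher in arsenic, copper and thiram, 5 in cadmium and 1 in mercury, where 5 were called adjusted over the list alone. All 6 heat shock members were called higher in arsenic, cadmium and thiram. Of 5 metallothionein members tested, 4 were called higher in arsenic, in cadmium and in thiram.

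In arsenic the highest fold changes were those of ARC and HSPA6. ARC rose from 0.0690 ± 0.139 CPM (SD, n = 15) to 664 ± 149 CPM (SD, n = 4), a log2 fold change of 12.54 ± 0.28 (SE) with an edgeR adjusted p of 5.20e-49. Its controls held 19 counts in all, so the fold of summed counts, 6360, has a log2 interval of 11.99 to 13.37 at 95%. HSPA6 rose from 0.651 ± 0.914 to 650 ± 96.9 CPM (log2 10.23 ± 0.27, adjusted p 2.39e-64). TNNI2 fell from 24.4 ± 7.37 to 0.0804 ± 0.161 CPM, with 3 counts in the arsenic libraries, all in replicate 1. Its log2 ratio of summed counts was -8.27, with a 95% counting interval of -10.55 to -6.72. CLCA2 fell from 28.9 ± 7.58 to 0.454 ± 0.429 CPM (log2 -6.13 ± 0.59, adjusted p 5.61e-16). Each of these 4 genes was called under all 13 alternatives.

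In thiram the same 2 genes led. ARC rose from 0.0394 ± 0.0726 CPM (SD, n = 15) to 907 ± 266 CPM (SD, n = 4), a log2 fold change of 13.98 ± 0.28 (SE) with an edgeR adjusted p of 9.09e-57. Its controls held 8 counts, and the log2 ratio of summed counts, 14.32, has a 95% interval of 13.35 to 15.54. Replicate 4 had 512 CPM and the others 1001 to 1081 CPM. HSPA6 rose from 0.775 ± 1.23 to 1288 ± 341 CPM (log2 10.79 ± 0.23, adjusted p 3.76e-89). S100A9 fell from 182 ± 98.4 to 4.84 ± 6.30 CPM (log2 -5.96 ± 0.98, adjusted p 3.65e-07) and S100A8 from 151 ± 99.8 to 3.13 ± 1.41 CPM (log2 -5.81 ± 1.10, adjusted p 8.97e-06). Each was called under all 13 alternatives.

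Cadmium at 25 µM rested on 2 libraries. HSPA6 had 3994 ± 1435 CPM (SD, n = 2) against 0.651 ± 0.914 in the water controls (log2 12.85 ± 0.28, edgeR adjusted p 4.23e-72). HMOX1 had 3961 ± 235 CPM against 4.60 ± 3.002 (log2 9.99 ± 0.27, adjusted p 8.82e-54). CKAP2 and ARMC1 had 0 counts in both cadmium libraries and 73.5 ± 16.2 and 56.9 ± 11.2 CPM in the controls. With 3 counts over the group as the floor, CKAP2 was at least 35.3-fold and ARMC1 at least 26-fold lower. Each was called under all 12 alternatives that gave it a value.

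In copper SDCBP2 rose from 11.8 ± 5.56 CPM (SD, n = 15) to 78.0 ± 46.3 CPM (SD, n = 4), a log2 fold change of 2.67 ± 0.20 (SE) with an edgeR adjusted p of 2.13e-19. HMOX1 rose from 4.60 ± 3.002 to 22.8 ± 19.1 CPM (log2 2.61 ± 0.32, adjusted p 6.92e-10). Its libraries were at 39.8 and 38.8 CPM in replicates 1 and 2 and at 6.30 and 6.25 CPM in replicates 3 and 4, and within batch 2 alone the log2 fold change was 0.19 and not called. STRA6 fell from 40.8 ± 11.9 to 3.07 ± 0.716 CPM (log2 -3.84 ± 0.45, adjusted p 1.27e-10) and SULT1E1 from 31.5 ± 6.02 to 2.53 ± 2.55 CPM (log2 -3.80 ± 0.39, adjusted p 6.05e-13). These 2 and SDCBP2 were called under all 13 alternatives.

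On the DDE plate THBS1 rose from 215 ± 27.4 CPM (SD, n = 8) to 707 ± 183 CPM (SD, n = 4), a log2 fold change of 1.72 ± 0.23 (SE) with an edgeR adjusted p of 0.000778, and was called under all 10 alternatives. PIF1 rose from 12.6 ± 7.89 to 47.8 ± 21.8 CPM (log2 1.84 ± 0.41, adjusted p 0.0230) and SLC6A12 fell from 233 ± 335 to 1.42 ± 2.57 CPM (log2 -7.10 ± 1.64, adjusted p 0.0245). ATF3 fell from 142 ± 200 to 5.54 ± 10.7 CPM (log2 -4.45 ± 1.35, adjusted p 0.0457). These 3 were not called without replicate 2 (adjusted p 0.130, 0.132 and 0.161) or without replicate 3 (0.161, 0.156 and 0.183), and ATF3 was not called in the fit of the 2 groups alone (0.0509). DDE replicate 1 held 5.25 CPM of SLC6A12 and 21.6 CPM of ATF3, and the other 3 libraries at most 0.413 and 0.322 CPM. In the fits with a position term and outside the end wells, all 4 genes were called. The 8 DDE controls were labelled as water controls of another plate.

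For the other chemicals with a call, the rule named the gene with the smallest p. SQSTM1 rose in lead from 355 ± 23.3 to 884 ± 45.1 CPM (log2 1.31 ± 0.08 SE, edgeR adjusted p 3.92e-23) and NQO1 in mercury from 627 ± 39.3 to 1023 ± 195 CPM (log2 0.71 ± 0.08, adjusted p 4.32e-09). AKR1C1 fell in PFDA from 61.2 ± 12.3 to 27.02 ± 6.48 CPM (log2 -1.18 ± 0.18, adjusted p 2.14e-05) and HSD17B2 in PFOS from 33.2 ± 6.67 to 14.1 ± 3.74 CPM (log2 -1.25 ± 0.18, adjusted p 3.28e-06). These 4 genes were called under all 13 alternatives.

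The named genes of the remaining chemicals were closer to the threshold. THBD in BPF had a log2 fold change of 0.67 ± 0.12 (SE, edgeR adjusted p 0.00140), GNAS in PCB187 0.52 ± 0.09 (0.00295), ACAT2 in BPA -0.38 ± 0.07 (0.00818), CYP1A1 in PCB153 1.59 ± 0.30 (0.0106), PLXNA2 in PFNA -0.72 ± 0.14 (0.0145), THAP10 in DCB_14 1.37 ± 0.27 (0.0241) and ZFAS1 in PPB -0.67 ± 0.13 (0.0399), with 4 of 4 libraries on the same side of the control mean in each. THBD was not called under 3 of 13 alternatives, GNAS under 3, ACAT2 under 3, CYP1A1 under 5, PLXNA2 under 5, THAP10 under 6, and ZFAS1 under 7 of 12. The highest adjusted p over these was 0.161, 0.0944, 0.267, 1, 0.217, 0.793 and 0.450 in the same order. Leaving out a replicate lost the call of THBD (replicate 1 or 2), GNAS (2 or 4), ACAT2 (3 or 4), CYP1A1 (1 or 2), PLXNA2 (1, 2 or 3), THAP10 (3 or 4) and ZFAS1 (any of the 4). CYP1A1 had 16.4 ± 3.06 CPM (SD, n = 4) in PCB153, with no library outside the range of its controls (7.69 ± 5.33, n = 15). ZFAS1 and GNAS overlap transcripts of the opposite strand, and whether counting used the strand is not known.

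The genes named for the lists gave the following values beyond those above. HMOX1 rose in arsenic to 1755 ± 152 CPM (log2 8.82 ± 0.24 SE, edgeR adjusted p 8.21e-54) and in thiram from 6.51 ± 3.06 to 298 ± 71.7 CPM (log2 5.57 ± 0.24, adjusted p 6.84e-40). HSPA1A rose to 510 ± 72.4 CPM in arsenic (log2 4.69 ± 0.19, adjusted p 2.42e-39) and 3138 ± 322 CPM in cadmium (log2 7.31 ± 0.22, adjusted p 1.35e-48) from 21.2 ± 8.75 CPM, and to 436 ± 88.3 CPM in thiram from 25.5 ± 5.67 CPM (log2 4.15 ± 0.14, adjusted p 9.32e-49). These 5 were called under every alternative that gave a value. HSPA1A was not called in copper (log2 0.14) or mercury (0.35), with values down to -0.33 and -0.01 over the alternatives, and its reads can be shared with HSPA1B. HMOX1 was not called in mercury: its mean was 4.50 CPM against 4.60 CPM in the controls while the log2 fold change was 0.32.

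Of the 6 chemicals in which MT2A was named, it was called in cadmium alone (log2 1.25 ± 0.30 SE, edgeR adjusted p 0.00185), and there not without replicate 2 (adjusted p 0.126) or against the first 8 controls (0.0512). Its log2 fold changes were 0.47 in arsenic, 0.34 in copper, 0.60 in lead, 0.19 in mercury and 0.09 in thiram. With the batch term it was called in arsenic (0.55), copper (0.40) and lead (0.67). In arsenic it was also called by DESeq2 (0.61), with RLE (0.61), without the filter (0.51) and without replicate 4 (0.66), and in lead without the filter (0.61). Against the last controls it was called in arsenic (1.24), copper (1.10) and lead (1.37). Within batch 1 and batch 2 it was 0.41 and 0.89 in arsenic, 0.27 and 0.60 in copper and 0.53 and 0.85 in lead, all called, and -0.09 and 0.25 in thiram, the latter called. In mercury it was -0.01 without replicate 1. CYP1A1 was not called in phenanthrene (log2 -0.45) or PCB187 (0.09, and below 0 under 5 of 12 alternatives, with a mean of 5.11 CPM against 7.69 CPM in the controls), and CYP1B1 not in phenanthrene (-0.09), PCB153 (0.24) or PCB187 (-0.13). PDK4 was not called in PFOA (0.68), PFOS (0.55), PFNA (0.03) or PFDA (0.06), nor ANGPTL4 in PFOA (0.25), PFOS (0.16), PFNA (0.16) or PFDA (0.23, but called within batch 2 at 0.28). PLIN2 did not pass the filter on that plate.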

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

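In this part, the position term on the DDE plate was chosen after its result was seen, and the test of library totals was written before. Each gene or list score named for a group of 4 to 10 libraries was checked for 1 library far from the others, by the gap to its nearest neighbour as a share of the range. Of 80 such groups 7 had 1 such library, against 4 that chance gives at about 1 in 20.

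In DDE at 25 µM, replicate 1 had 21.6 CPM of ATF3 and the others at most 0.322 CPM, and it had 5.25 CPM of SLC6A12 and the others at most 0.413 CPM. In PFDA at 25 µM, replicate 2 had 16.6 CPM of PDK4, below the others at 20.5 to 20.8 CPM, and 937 CPM of ANGPTL4, above the others at 795 to 819 CPM. Water control 47 of plate 3240-AT had 516 CPM of ANGPTL4 and the other 3 had 570 to 577 CPM. In thiram at 25 µM, replicate 4 had 512 CPM of ARC and the others 1001 to 1081 CPM. In arsenic at 25 µM, replicate 1 had 0.321 CPM of TNNI2, which is 3 counts, and the others had 0.

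Library size was weighed for all 5 libraries. The library had the lowest total of its group in 1 of the 5, thiram replicate 4 at 2.46 M counts, and DDE replicate 1 and PFDA replicate 2 had the highest totals of their groups. This argues against a low total as the common cause, and leaves it open for thiram replicate 4 alone. The batches do not set these run 2 dosed libraries apart, since each group of 4 has 2 libraries in each batch. The arsenic value rests on 3 counts, near the floor, so counting error stays open for it.

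DDE replicate 1 is numbered at an end of a set of 8 on its plate, and a term for such libraries called 4465 genes there. A candidate explanation for both of its values is therefore its well position, as a hypothesis, since the labels give no wells. A mislabelled or mixed sample was not tested for any of these libraries. No test separates the explanations for PDK4, ANGPTL4 and ARC. The libraries of a group differ in nothing that the design names, so no biological explanation was tested for any of the 7 values.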

How the results depend on the processing

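The batch term, each batch alone, each control set alone, the metal controls 1 to 4 without the block and both fits for well position on the DDE plate were chosen after the results were seen. The other alternatives were fixed before the data were examined. A count within 1.5 times the reported one is called unchanged. Where no cause is given, the cause was not tested. The counts at 25 µM were unchanged in 154 of 332 alternatives, the trend counts in 115 of 210, the sums at the lower doses in 8 of 36 and the solvent count in 6 of 9. The list scores kept their direction and their side of the threshold in 250 of 299, and the named genes in 655 of 738. RLE scaling left 17 of 21 counts at 25 µM unchanged, and all trend counts, sums and list scores. The 1 library with a total under 10% of the plate median was the cadmium library set aside for its barcode. Keeping such libraries was therefore not run apart from the fit with this library, which gave 1972 genes for cadmium at 25 µM, an unchanged count.

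At 25 µM the count of arsenic was unchanged in all its alternatives but batch 2 alone, and that of thiram in all but each batch alone, where 2 dosed libraries are left by construction. Of the alternatives fixed beforehand, DESeq2 gave 15 for BPA, 6591 for cadmium, 2 for PCB153, 16 for PCB187, 61 for PFDA, 20 for PFNA, 2 for PFOA, 1 for phenanthrene and 20 for PPB. RLE gave 3 for BPA, 2 for DCB_14, 11 for PCB187 and 0 for PPB, and thinning 4789 for cadmium, 0 for DCB_14, 0 for PCB153, 3 for PCB187, 1 for PFOA and 2 for PPB. The fit of the 2 groups alone gave 2 for BPA, 7 for BPF, 4 for BPS, 5 for DCB_14, 694 for DDE, 16 for PCB187, 85 for PFDA, 114 for PFNA and 4 for PPB. Without the filter the counts were 86 for BPA, 53 for BPF, 31 for BPS, 41 for DCB_14, 28 for DCP_25, 24 for mercury, 504 for MPB, 18 for PCB153, 77 for PCB187, 202 for PFDA, 257 for PFNA, 63 for PFOA, 54 for PFOS, 4 for phenanthrene and 78 for PPB. Adjusting over the 21 chemicals together applies 1 threshold on p to all of them, and gave 93 for BPA, 63 for BPF, 61 for BPS, 81 for DCB_14, 44 for DCP_25, 676 for DDE, 73 for mercury, 466 for MPB, 45 for PCB153, 87 for PCB187, 179 for PFDA, 198 for PFNA, 85 for PFOA, 91 for PFOS, 41 for phenanthrene and 80 for PPB. Pooling the solvents on plate 3240-AT gave 60 for PFDA, 0 for PFNA, 218 for PFOA, 25 for PFOS and 1 for phenanthrene, and the 23 controls whose labels name plate 3153-AT gave 376 for DDE. The replicate block with metal controls 1 to 4 gave 2737 for copper, 2266 for lead and 328 for mercury. The same libraries without the block gave 3 for mercury, a moved count, and 1679 for copper and 1101 for lead, both unchanged.

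The alternatives chosen later moved the following counts at 25 µM. The batch term gave 17 for BPA, 28 for BPF, 5 for BPS, 6 for DCB_14, 1584 for lead, 50 for mercury, 492 for MPB, 27 for PCB187, 114 for PFDA, 120 for PFNA and 27 for PFOS. Batch 1 alone gave 5 for BPA, 84 for BPF, 33 for BPS, 2399 for copper, 41 for DCB_14, 1451 for lead, 26 for mercury, 846 for MPB, 12 for PCB153, 21 for PCB187, 118 for PFDA, 334 for PFNA, 120 for PFOA, 4 for PPB and 3541 for thiram. Batch 2 alone gave 6640 for arsenic, 288 for BPA, 28 for BPF, 29 for BPS, 368 for copper, 11 for DCB_14, 70 for DCP_25, 46 for mercury, 73 for MPB, 2 for PCB153, 29 for PCB187, 86 for PFDA, 27 for PFNA, 15 for PFOA, 66 for PFOS, 6 for phenanthrene, 84 for PPB and 3393 for thiram, and had no cadmium library. Against the first 8 controls the counts were 7 for BPA, 27 for BPF, 15 for BPS, 29 for DCB_14, 23 for mercury, 491 for MPB, 2 for PCB153, 53 for PCB187, 20 for PFDA, 36 for PFNA, 50 for PFOS and 0 for PPB, and against the last 32 for BPA, 10 for BPF, 757 for copper, 18 for DCP_25, 32 for mercury, 3 for PCB153, 0 for PFNA, 4 for PFOS and 19 for PPB. For DDE the position term gave 3476 and the libraries outside the end wells 2661.

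Leaving out the library of 1 replicate number from every dosed group of a plate gave the ranges below, with the number left out in brackets. At 25 µM they were 0 (3 or 4) to 83 (2) for BPA, 0 (1 or 2) to 7 (3) for BPF, 1212 (2) to 2578 (3) for cadmium, 745 (2) to 1102 (3) for copper, 0 (3 or 4) to 3 (2) for DCB_14, 2 (3) to 1188 (1) for DDE, 567 (4) to 750 (2) for lead, 6 (3) to 15 (1) for mercury, 6 (1) to 429 (3) for MPB, 0 (1 or 2) to 3 (3) for PCB153, 0 (4) to 12 (1) for PCB187, 3 (4) to 11 (3) for PFDA, 0 (1, 2 or 3) to 6 (4) for PFNA, 5 (4) to 15 (2) for PFOS and 0 without each for PPB. For the sums they were 1019 (3) to 3054 (4) at 2.5 µM, 375 (3) to 1074 (1) at 0.25 µM and 16 (3) to 1348 (4) at 0.025 µM. For the trends they were 0 (1 or 2) to 2 (3) for BPF, 0 (1) to 5 (3) for BPS, 933 (2) to 1978 (4) for cadmium, 131 (2) to 410 (3) for copper, 67 (2) to 158 (3) for lead, 4 (4) to 10 (1) for mercury, 0 (1 or 3) to 4 (4) for MPB, 0 (1 or 2) to 1 (3 or 4) for PCB153, 0 (2 or 4) to 2 (3) for PCB187, 0 (1 or 2) to 4 (4) for PFNA, 3 (4) to 9 (1) for PFOS and 1 (1 or 2) to 39 (3) for phenanthrene. For the solvents, leaving out each water control gave 378 (39) to 597 (47).

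At 2.5, 0.25 and 0.025 µM DESeq2 gave sums of 3061, 1999 and 450, and no filter 2904, 1737 and 1087. With a batch term the sums were 3532, 1277 and 321, the position term for DDE 4548, 3161 and 1739, and the libraries outside the end wells 4672, 2762 and 2112. Against the first 8 controls the sums were 717 at 0.25 µM and 439 at 0.025 µM, and against the last 867 at 0.25 µM and 372 at 0.025 µM. For the solvents DESeq2 gave 1290.

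For the trends DESeq2 gave 0 for BPF, 2 for BPS, 6081 for cadmium, 3 for MPB, 2 for PCB153, 11 for PCB187, 53 for PFNA, 16 for PFOS, 77 for phenanthrene and 1 for PPB. The filter left out gave 12 for BPA, 19 for BPF, 35 for BPS, 7 for DCB_14, 3 for DCP_25, 23 for mercury, 97 for MPB, 11 for PCB153, 19 for PCB187, 18 for PFDA, 254 for PFNA, 8 for PFOA, 57 for PFOS, 242 for phenanthrene and 59 for PPB. A chemical's own libraries alone gave 7 for BPA, 0 for BPF, 5 for BPS, 1 for DCP_25, 351 for lead, 1 for MPB, 0 for PCB153, 5 for PCB187, 268 for PFNA, 87 for PFOS, 82 for phenanthrene and 42 for PPB. The replicate numbers as a block gave 16 for BPA, 15 for BPF, 32 for BPS, 1381 for copper, 6 for DCP_25, 1531 for lead, 85 for mercury, 5 for MPB, 0 for PCB153, 19 for PCB187, 341 for PFNA, 38 for PFOA, 146 for PFOS, 390 for phenanthrene and 86 for PPB, of which copper, lead, mercury and PFOA have numbers that pair their libraries. With a batch term the trend counts were 9 for BPF, 12 for BPS, 1131 for copper, 798 for lead, 52 for mercury, 10 for MPB, 8 for PCB187, 1 for PFDA, 79 for PFNA, 18 for PFOS, 152 for phenanthrene and 1 for PPB. For DDE the libraries outside the end wells gave 1 gene.

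Some list scores were no longer past the threshold: 0.16 for PPAR in PFOS and 0.50 for AhR in PCB153 with a pseudocount of 0.5, and 0.12 for PPAR in PFOS without the filter. With the batch term (stratified permutations), 0.15 for PPAR in PFOS was no longer past it and 0.34 for metallothionein in lead now was. Within batch 1, 0.14 for PPAR in PFOS was no longer past it, -0.49 for metallothionein in copper now was, and the difference reversed to -0.10 for metallothionein in mercury. Within batch 2 no score passed the threshold, as the smallest exact permutation p, 0.0278, was 0.0694 after adjustment here. Its values were 2.33 in arsenic and 3.13 in thiram for metallothionein, 3.47 in arsenic, 1.23 in copper, 0.68 in mercury and 2.58 in thiram for NRF2, 2.29 in arsenic and 2.98 in thiram for heat shock, 0.16 for PPAR in PFOS and 0.23 for AhR in PCB153, with a reversal to 0.42 for metallothionein in copper. Against the first 8 controls, -0.80 for metallothionein in copper, 0.32 for heat shock in copper and 0.36 for heat shock in mercury were now past the threshold, and the difference reversed to -0.42 for metallothionein in lead and -0.61 for metallothionein in mercury. Against the last controls, 0.12 for PPAR in PFOS and 0.40 for AhR in PCB153 were no longer past it, 1.11 for metallothionein in lead, 0.92 for metallothionein in mercury and -0.14 for PPAR in PFNA now were, and the difference reversed to 0.73 for metallothionein in copper, -0.12 for heat shock in copper and -0.072 for heat shock in mercury. Leaving out a replicate (number in brackets) gave ranges for metallothionein of 2.15 (1) to 2.60 (3) in cadmium, -0.23 (2) to 0.050 (3) in copper and -0.083 (1) to 0.32 (3) in mercury. They were 2.59 (1) to 2.99 (2) for NRF2 in cadmium, 4.91 (2) to 5.04 (1) for heat shock in cadmium, 0.12 (3) to 0.18 (1) for PPAR in PFOS and 0.40 (1) to 0.54 (4) for AhR in PCB153. In cadmium 1 library is then left, too few to pass. A higher level in the first 8 water controls than in the last gives the opposite signs of the metallothionein differences against the 2 control sets.

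Among the named genes the direction reversed only in genes that were not called with all libraries, in the fits listed here. DESeq2 gave -3.6e-07 for HSPA1A in copper and -0.021 for PDK4 in PFNA. The batch term gave -0.15 for CYP1A1 in PCB187, batch 1 alone -0.094 for MT2A in thiram and -0.88 for CYP1A1 in PCB187 and batch 2 alone -0.25 for HMOX1 in mercury, -0.33 for HSPA1A in copper, -0.44 for CYP1A1 in PCB187, -0.30 for PDK4 in PFNA and -0.13 for PDK4 in PFDA. Against the first 8 controls the values were -0.10 for MT2A in copper and -0.25 for MT2A in mercury, and against the last -0.19 for HMOX1 in mercury, -0.21 for HSPA1A in copper, -0.013 for HSPA1A in mercury, -0.87 for CYP1A1 in PCB187, 0.22 for CYP1B1 in PCB187, -0.24 for PDK4 in PFNA and -0.21 for PDK4 in PFDA. Leaving out a replicate (number in brackets) gave -0.0050 (1) to 0.35 (3) for MT2A in mercury, -0.41 (4) to 0.32 (2) for CYP1A1 in PCB187 and -0.0017 (2) to 0.10 (4) for PDK4 in PFNA. None of these was called in either direction. Over all alternatives, 42 calls of named genes were lost and 19 gained.

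Depth was weighed as a limit on the small counts. Thinning every plate to the 10th percentile of its totals left 15 of 21 counts at 25 µM unchanged. In the simulated counts 55.2% of the genes changed 1.5-fold were recovered for BPA and 46.3% for PFOA, which had 1 and 0 calls. A count near 0 therefore does not show that changes of that size are absent from single genes.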

Other observations

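The tests chosen after their results were seen were those of the splits at 25 µM, with and without the batch, of the sums within batches, of the trends without a block and of the solvents, of well position for the control sets and for thiram, of the lists behind thiram and arsenic, of 1 dosed DDE library, of position, dose and solvent on the DDE plate with position in the model, of the end wells in run 2, of the solvent in the dosed wells, of the batch shared with dosed libraries and of the PCB153 library. The other tests were written before. The limits for reading 2 tests, the batch test of the metallothionein score and the test of BPA at 2.5 µM, were changed after their values were seen, each to a weaker reading.

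Chance was weighed by other splits of the same libraries without regard to batch, fitted as the 2 groups alone at 25 µM, so the counts differ from those of the plate-wide fit. With 100 splits each, the real one included, and the count of the real split, the highest other and the number as large given in that order, chance is excluded for arsenic 8744, 3566 and 1, thiram 5300, 52 and 1, copper 1510, 63 and 1, lead 1146, 472 and 1, DDE 694, 1102 and 2, MPB 293, 238 and 1, PFNA 114, 104 and 1, PFDA 85, 4 and 1, PCB187 16, 240 and 4, PFOS 16, 65 and 3, BPF 7, 12 and 2, DCB_14 5, 145 and 4, BPS 4, 17 and 2, PPB 4, 6 and 3, BPA 2, 62 and 4 and PCB153 1, 226 and 4. None of these shares is adjusted over the chemicals, and those of 2 or more of 100 are weak, with few genes in BPA and PCB153 (CYP1A1 in PCB153 was not called without replicate 1 or 2). It is not excluded for mercury (17, 491 and 5). For DCP_25, PFOA and phenanthrene the real split gave 0 genes, so all 100 splits (all 35 for PFOA) were as large, the highest others giving 131, 135 and 85. In BPA, BPF, BPS, mercury, DCB_14, DCP_25, PCB153, PCB187 and PFOS another split gave as many genes as the real one or more, and the highest of these put libraries of 1 batch alone on one side. In PPB, PFOA and phenanthrene the highest such split mixed the batches. For DDE the highest other split of 1102 genes put all 3 end-well libraries among its 4, and outside the end wells DDE had 2661 genes. Cadmium, with 2 libraries, was not split.

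The splits were drawn again with the number of dosed libraries in each batch kept and the batch as a term. Given in the same order over 100 splits, chance is then excluded for arsenic 8976, 6109 and 1, thiram 5314, 4 and 1, copper 2562, 1386 and 1, lead 2173, 897 and 1, MPB 497, 187 and 1, PFDA 152, 24 and 1, PFNA 144, 14 and 1, mercury 88, 27 and 1, PPB 84, 33 and 1, PCB187 52, 76 and 2, BPA 45, 151 and 4, BPF 45, 17 and 1, PFOS 35, 9 and 1, PCB153 25, 34 and 2, DCP_25 19, 6 and 1, BPS 8, 73 and 4 and DCB_14 5, 34 and 3. For mercury and DCP_25 the reading thus depends on whether the splits keep to the batches. Phenanthrene had 0 genes in edgeR, so all 100 splits were as large (highest other 3), and PFOA had 0 (highest other 1), where all 18 possible splits were as large and are too few to exclude chance. DDE has no such batches.

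For the trends in a chemical's own libraries, given in the same order over 100 shuffles of the dose, chance is excluded for arsenic 6926, 2250 and 1, thiram 3912, 123 and 1, copper 508, 1967 and 2, lead 351, 549 and 2, PFNA 268, 193 and 1, PFOS 87, 112 and 2, phenanthrene 82, 0 and 1, PPB 42, 120 and 3, mercury 10, 1866 and 4 and PCB187 5, 39 and 3. It is not excluded for BPA 7, 38 and 7, BPS 5, 49 and 6, MPB 1, 109 and 14 and DCP_25 1, 165 and 5. For BPF, DCB_14, DDE, PCB153, PFDA and PFOA the real trend gave 0 genes, so all 100 were as large, with highest others of 138, 316, 1123, 27, 1 and 1224. With the replicate block and 100 shuffles within a replicate number, chance is excluded for copper 1381, 206 and 1, lead 1531, 322 and 1, mercury 85, 23 and 1 and PFOA 38, 22 and 1. For the sums over 21 chemicals, 1 of 60 splits was as large at 2.5 µM (2092 genes, highest other 979), 2 of 60 at 0.25 µM (875, 1442) and 7 of 60 at 0.025 µM (228, 609), where chance is not excluded by splits without regard to batch. Within batches, with the batch as a term, 1 of 60 was as large at 2.5 µM (4418, 617), at 0.25 µM (2743, 1443) and at 0.025 µM (844, 246), so the reading at 0.025 µM depends on the batch. Each chemical was split alone, although those of a plate share controls, so a peculiarity of the controls is not covered. Of single chemicals at 0.025 µM without regard to batch, looked at after the sum and not adjusted, BPA 119, BPF 15 and DCB_14 1 had 1 of 60 as large (highest others 7, 10 and 0), and BPS, PPB and phenanthrene 2 of 60. For the solvents 1 of 100 was as large (1020 genes, highest other 146), and the first controls against the last gave 18.

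The 8 controls with the plate barcode of DDE carry the plate name and solvent of the metal plate. Across 10446 genes each of the 8 was closer to the DDE libraries (median Spearman rho 0.927) than to the 15 water controls of plate 3153-AT (0.848), a median difference of 0.0763 within each control. Genes are not independent replicates, and the sequencing run differs in the same way, so a wrong plate name and an effect of the run cannot be told apart here. Their numbers, 9 to 16, also occur in run 2, but the deviations of same-numbered controls in the 2 runs had a mean correlation of -0.0014 (7 pairs, exact one-sided permutation p 0.563), which argues against 1 well sequenced in both runs.

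The count of DDE at 25 µM rested on single libraries. It was 271 without control 15, 383 without control 9, 529 without control 16 and 1701 without control 12, and from 933 to 1441 without each other control. Without the third library of each dose it fell to 2, and to 4 without the second and 611 without the fourth of each dose. Of 769 genes that differed between water and DMSO controls in run 2, 35.4% moved in the direction of DMSO at 0.025 µM DDE and 34.6% at 25 µM in edgeR, fewer than went the other way. By mean log CPM the share at 0.025 µM was 35.7% (exact one-sided permutation p 0.945 over 495 splits), and 25 µM was not permuted. The share at 25 µM argues against the solvent of the controls as the whole cause of these calls, although without a permutation it has no spread. AKR1C2 did move in the DMSO direction at 25 µM (log2 -2.17), so a part of the solvent stays open.

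A term for the 6 libraries numbered 1, 8, 9 or 16 on the DDE plate called 4465 genes (2401 higher, 2064 lower). Of 100 choices of as many libraries, the real one included, the highest other gave 1303. A candidate explanation is an effect of the ends of a run of 8 wells, as a hypothesis drawn from these data. The controls of the 4 plates of run 2 gave 0, 1, 6 and 0 genes in the same comparison, with 511, 921, 986 and 676 genes at an unadjusted p under 0.05, in edgeR alone, which argues against an effect of that size there. With position in the model DDE differed from its controls at every dose, but 0 genes had a dose trend in edgeR (852 at an unadjusted p under 0.05) and 0 differed between 25 and 0.025 µM with the position term (916), which argues against a broad response that grows with the dose. Outside the end wells SCD had a falling trend, and 1 gene differed between 25 and 0.025 µM. DESeq2 was not run with the position term, and called 0 trend genes without it. Outside the end wells 32.03%, 33.3%, 33.3% and 36.1% of 768 solvent genes moved in the DMSO direction at 0.025, 0.25, 2.5 and 25 µM. These shares argue against the solvent as the whole cause. In that fit AKR1C2, lower in DMSO in run 2, was lower in DDE too. Its log2 values were -2.51, -2.53, -3.22 and -2.86 at 0.025, 0.25, 2.5 and 25 µM, and those of KRT14 were -2.41, -2.71, -2.65 and -3.37. With all libraries and no position term the values of AKR1C2 were -1.56, -1.75, -2.11 and -2.17. What stays open is a response already complete at 0.025 µM or a difference in how the controls were handled, and no test here separates these.

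The cadmium library with the barcode of plate 3284-AT had 1284517 counts. It was scored with itself in the filter and scaling, so these scores cover other list members than the 25 µM scores and are compared only with each other. Its metallothionein score was 5.17, within the 5.05 to 6.27 of the 15 DMSO controls of plate 3284-AT, while both other cadmium libraries at 25 µM were at 7.37 to 7.38 on the scaling of the metal plate. HMOX1 was 0 CPM in it and 3781 to 4141 CPM in them. This is consistent with a sample that is not cadmium at 25 µM. Its NRF2 score (4.39) and heat shock score (6.41) lay below the ranges of those DMSO controls (4.92 to 6.02 and 6.63 to 7.15), and its MT2A, at 15106 CPM on the scaling of the metal plate, lay above the highest water control (10530) and within the 14852 to 17941 CPM of the cadmium libraries, so it does not match the water controls of the metal plate either. On the scaling of plate 3284-AT its MT2A, at 15416 CPM, lay within the 9101 to 15877 CPM of the DMSO controls. What it held is not settled.

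The first and last controls of plate 3153-AT differed in 2671 genes, and in 2316 after every control was thinned to the smallest total, which argues against depth as the cause. The difference in the controls was shared by the dosed libraries: replicates 1 and 2 minus 3 and 4 correlated with it across genes at 0.376 or more in each of 15 chemicals, and the other pairings at 0.298 or less. This is consistent with a batch that control and dosed libraries share. The set difference had correlations of -0.137 to 0.457 between plates, so 1 well effect common to all plates is neither shown nor excluded. Its Spearman correlation with GC content was -0.309, 0.0974, -0.0805 and -0.422 on plates 3153-AT, 3206-AT, 3240-AT and 3284-AT, where balanced splits of the same controls reached 0.235, 0.206, 0.204 and 0.177 in size at the 95th percentile. With transcript length it was 0.260, -0.146, 0.156 and 0.157, against 0.171, 0.269, 0.274 and 0.150. The values of plates 3153-AT and 3284-AT exceed these limits and those of the other 2 plates lie within them, for GC content and for length. On the first pair, bias cannot be told apart from a change in expression of genes that share these properties. No biological explanation was tested, since the labels name no batch.

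The metallothionein score was 1.53 higher in the first than in the last water controls of plate 3153-AT after thinning, as before it, which argues against depth as the cause of the opposite signs in copper, lead and mercury. Compared within batches, these signs differed less: the gap was at most 0.906 (copper). The shared batch may therefore account for part of it, and whether it accounts for all cannot be told apart from a real difference with 2 dosed libraries per batch.

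Between water and DMSO controls of plate 3240-AT, 97.6% of the 783 genes (764) went the same way between PFOA, in water, and the other dosed libraries, against 64.8% of the other genes, and 669 were called there in the same direction. The same wells gave 0 genes on each of the 3 plates with 1 solvent in edgeR (378, 803 and 577 at an unadjusted p under 0.05; DESeq2 was not run on these), which argues against well position. The solvent of the well is consistent with both, but PFOA itself is part of this comparison.

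The order of the 21 chemicals by calls at 25 µM was kept after thinning (Spearman rho 0.960), which argues against library size as the cause of that order. Chemicals in the same wells on different plates had a mean correlation of log2 fold changes across 9140 genes of 0.0734 (30 pairs) and those in different wells of 0.0432 (120 pairs), a difference of 0.0302 (one-sided permutation p 0.0400, 100000 permutations). A small share of the fold changes may thus come from well position. For thiram it does not reach the resemblance to arsenic: thiram correlated at 0.696 with arsenic and at 0.390 with lead, which has the wells of thiram, and at 0.397 with copper. Without the genes of the metallothionein, NRF2 and heat shock lists, the correlation with arsenic was 0.692, so it is not limited to these lists. Thiram and arsenic, on different plates without shared controls, had 4138 genes called in both, 3910 in the same direction. A common response of the cells is a hypothesis that these tests leave open and do not prove.

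The largest excesses of a middle dose over 25 µM were in PCB153, PFDA and BPA. PCB153 at 0.25 µM had 71 genes, 0 without replicate 3, and 117 and 111 without replicates 1 and 2. PFDA at 0.25 µM had 119 genes, 1 without replicate 1, and 208, 335 and 527 without replicates 2, 3 and 4. In the fit of the 2 groups alone PFDA had 0 genes (1451 at an unadjusted p under 0.05 in edgeR) and PCB153 29 at 0.25 µM, with 60 and 6 of 60 splits as large, and 85 and 1 at 25 µM. Against the first controls PFDA had 2 genes at 0.25 µM and 20 at 25 µM, and against the last 232 and 19, while DESeq2 (596 and 61) and the batch term (331 and 114) kept the excess, so it depends on the fit and the controls too. BPA at 2.5 µM had 135 genes, 87 without replicate 1 and 29 without replicate 4, still above the 1 gene at 25 µM, but without replicate 2 the counts were 78 at 2.5 µM and 83 at 25 µM. The excess in BPA stayed without replicate 3 (110 and 0), in DESeq2 (188 and 15), with the batch term (215 and 17) and against the first (121 and 7) and last controls (166 and 32). A single library may thus explain the excess in PCB153 and PFDA, and in BPA 1 fit alone removed it and its cause stays open. Smaller excesses were PPB with 16 and 11 genes at 0.25 and 2.5 µM against 1, BPF with 11 at 2.5 µM against 4 and BPS with 4 at 0.25 µM against 0. Without 1 replicate (number in brackets) these were 3 (4) to 23 (1), 1 (3) to 14 (1), 1 (1) to 29 (3) and 0 (3) to 4 (1) in the same order. In PFOA and DCP_25 the excess was at most 2 genes. The deviation of PCB153 replicate 3 from its group correlated across genes at 0.631 with the log2 fold changes of copper at 25 µM, within the 0.534 to 0.658 of the copper libraries themselves, and the next of 332 dosed libraries reached 0.533. A candidate explanation is a mislabelled sample or copper reaching that well, as a hypothesis, and the exchanged library was not identified.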
